# BPIFA1 is a secreted biomarker of differentiating human airway epithelium

**DOI:** 10.3389/fcimb.2022.1035566

**Published:** 2022-11-28

**Authors:** Clarissa Clifton, Brian F. Niemeyer, Richard Novak, Uryan Isik Can, Kelly Hainline, Kambez H. Benam

**Keywords:** BPIFA1, human airway epithelium, biomarker, differentiation, inflammation

## Abstract

*In vitro* culture and differentiation of human-derived airway basal cells under air-liquid interface (ALI) into a pseudostratified mucociliated mucosal barrier has proven to be a powerful preclinical tool to study pathophysiology of respiratory epithelium. As such, identifying differentiation stage-specific biomarkers can help investigators better characterize, standardize, and validate populations of regenerating epithelial cells prior to experimentation. Here, we applied longitudinal transcriptomic analysis and observed that the pattern and the magnitude of OMG, KRT14, STC1, BPIFA1, PLA2G7, TXNIP, S100A7 expression create a unique biosignature that robustly indicates the stage of epithelial cell differentiation. We then validated our findings by quantitative hemi-nested real-time PCR from *in vitro* cultures sourced from multiple donors. In addition, we demonstrated that at protein-level secretion of BPIFA1 accurately reflects the gene expression profile, with very low quantities present at the time of ALI induction but escalating levels were detectable as the epithelial cells terminally differentiated. Moreover, we observed that increase in BPIFA1 secretion closely correlates with emergence of secretory cells and an anti-inflammatory phenotype as airway epithelial cells undergo mucociliary differentiation under air-liquid interface *in vitro*.

## Introduction

The human airway epithelium (bronchial and bronchiolar) is a pseudostratified columnar tissue that is composed of multiple epithelial cell sub-types such as basal cells, mucin-producing (goblet) cells, ciliated cells and Club cells. This mucosal barrier protects us against inhaled environmental stimuli, including pathogens, pollutants and allergens. Moreover, the airway epithelial dysfunction has been shown to be central to pathogenesis of several debilitating respiratory disorders, such as chronic obstructive pulmonary disease (COPD), asthma, primary ciliary dyskinesia (PCD), and cystic fibrosis (CF) (Martinez-Anton et al., 2013; Callejas-Diaz et al., 2020).

Over the past few decades, rigorous efforts by multiple groups led to optimization of culture conditions for *ex vivo* isolation and selective expansion, if required, of human airway epithelial cells (hAEpCs) from lung biopsies or airway brushings for subsequent *in vitro* differentiation under air-liquid interface (ALI) (Fulcher et al., 2005; Schmid et al., 2006; Ibricevic et al., 2006; Button et al., 2012; Manzanares et al., 2015; Zhao et al., 2017; Everman et al., 2018; Jiang et al., 2018). In this process, squamous-like undifferentiated monolayers of airway basal stem cells turn into terminally differentiated pseudostratified, polarized, mucociliated epithelia over the course of several weeks (typically 3–4 weeks at ALI). Such *in vitro* system is a reductionist and minimalist bottom-up approach for emulating human airway function and biology, which to a reasonable degree can reproduce tissue-level complexities of human airway epithelium. Thus, it has been widely adapted for preclinical studies into pathophysiology of lung bronchial and bronchiolar epithelia during homeostasis and when challenged with external stimuli.

Evaluating differential RNA and protein expression profiles as epithelial cells mature and differentiate has been the subject of a number of studies (Martinez-Anton et al., 2013; Callejas-Diaz et al., 2020; Bonser et al., 2021). For instance, Martinez-Anton et al., conducted global miRNA and gene expression profiling and compared day 28 (D28) well-differentiated normal human bronchial epithelial (NHBE) cells against their D0 counterpart – i.e., the undifferentiated confluent NHBE cells at time of ALI induction (Martinez-Anton et al., 2013). They found a total of 55 miRNAs and 1,201 transcript probe sets differentially expressed in D28 vs. D0. However, the authors did not characterize changes in gene expression throughout the differentiation process, as the study objective was not to elucidate biosignatures indicative of stage of hAEpCs *in vitro* differentiation. Similarly, Callejas‐Díaz and colleagues performed a transcriptome‐wide analysis on differentiating human nasal mucosa-derived basal stem cells *in vitro* (Callejas-Diaz et al., 2020). While the authors included D14 ALI samples in their studies, the focus of the study was to compare biological processes that differ during differentiation in healthy donor-derived nasal stem cells against those obtained from subjects with chronic rhinosinusitis with nasal polyps. More recently, Bonser et al., leveraging single-cell RNA-sequencing (scRNA-seq) data, devised antibody panels to characterize and isolate the major epithelial cell subsets by flow cytometry from human *in vitro* cultures (Bonser et al., 2021). Nevertheless, the overarching goal of study was not to identify differentiation stage-specific biosignatures.

Thus, we set to discover gene expression states and trajectories that correlate with various stages of mucociliary differentiation. We applied bulk transcriptomic analysis of *in vitro* cultured hAEpCs using a longitudinal sampling approach, validated our findings with sensitive hemi-nested real-time qPCR, and further confirmed one of the biomarkers by evaluating corresponding protein levels in the secretome of *in vitro* cultured hAEpCs.

## Materials and methods

### Human airway epithelial cell culture and diefferentiation

Primary human small airway and bronchial epithelial cells were either purchased from commercial sources (Promocell, Lonza, LifeLine Cell Technology) or obtained from Drs. Fernando Holguin and Oliver Eickelberg. The donor information is provided in **Supplementary Table 1**. In total, bronchial (donor *n* = 5) and bronchiolar (donor *n* = 6) cells from eleven different donors were used in our studies. Of these, eight were known non-smokers, two had smoking history, and it was unknown if one donor had any prior smoking (**Supplementary Table 1**). In addition, eight donors (who were non-smokers) were confirmed healthy by appropriate vendor/provider, two donor lungs (from subjects with smoking history) were received as healthy but we observed emphysematous changes in parts of the lung; however, cells for *in vitro* culture were isolated only from non-diseased normal areas, and for one donor (with unknow smoking history information) the cause of death was head trauma. The cells were differentiated using transwell insert (TWI) culture systems (Corning, Cat. # CLS3401). Briefly, cells were expanded in PneumaCult™ Ex-Plus media (StemCell Cat. # 0540) containing 1x hydrocortisone (StemCell Cat. # 07925) and were seeded in 24-well TWIs (0.4 µm pores; polyester membrane) at a density of 3.3e4 cells per insert (= 100,000 cells per cm^2^) and cultured until full confluence in Ex-Plus media. Then, cells were allowed to equilibrate to PneumaCult™-air-liquid interface (ALI) media (StemCell Cat. # 05001) containing 1X hydrocortisone (StemCell Cat. # 07925) and 1X heparin (StemCell Cat. # 07980) overnight followed by ALI induction through removal of apical media. Every other day basal media was changed while the cells differentiated over 28 days.

### RNA collection and whole-transcript expression analysis

Cells were lysed *in situ* for total RNA isolation on days 0, 2, 4, 6, 8, 10, 14, 21 and 28 post-ALI. For this, 200 µl of ALI media were added to the apical surface of the epithelia in TWIs and the cells were incubated for 10 minutes at 37°C. Then apical washes were performed by gently pipetting the media up and down then aspirating them to remove residual mucus and cell debris. Next, cells were lysed by adding 150 µl of RLT buffer from RNeasy Mini Kit (Qiagen Cat. # 74104). Cell lysates were then added to microcentrifuge tubes containing an additional 150 µl of the RLT buffer. RNA was isolated on-column and DNase-treated according to manufacturer’s instructions. Total RNA from the sample were then submitted to Molecular Biology Core Facilities of Dana-Farber Cancer Institute at Harvard University for analysis using Affymetrix GeneChip™ Human Gene 2.0 ST Array. The results obtained were robust multi-array average (RMA) data normalized and assessed for quality using Affymetrix Power Tools similar to our earlier microarray gene expression analysis (Benam et al., 2016), and then further processed and analyzed using custom scripts in MATLAB; duplicate genes and data lacking gene IDs were removed prior to analysis. Genes with change in expression of over two-fold over the studied time points (D0 through D28 post-ALI) and a *p* value < 0.01 (by *Kruskal-Wallis* test) were used for analysis. Data were deposited at GEO (GSE GSE197142).

### Quantitative real-time PCR analysis

RNA isolation was performed *in situ* at days 0, 2, 8, and 28 post-ALI as above. Following RNA extraction, cDNA was generated using from 5 µl of RNA template using SuperScript™ III Reverse Transcriptase (Thermo Fisher Scientific, Cat. # 18080093) and random primers (Thermo Fisher Scientific, Cat. # 4819011). Quantification gene expression was performed using hemi-nested qRT-PCR with iTaq™ Universal SYBR^®^ Green Supermix (Bio-Rad, Cat. # 1725120) using primers targeting OMG, KRT14, STC1, BPIFA1, PLA2G7, TXNIP, and S100A7 (**Supplementary Table 2**). Briefly, targeted PCR was performed using an initial set of gene specific primers for 20 cycles. The product from this PCR was then diluted 100-fold prior to a second round of PCR, consisting of 45 cycles, which utilized a new internal primer (**Supplementary Table 2**). Following this, expression levels were calculated by using the delta-delta-CT method with GAPDH serving as a reference gene, as previously described (Benam et al., 2011).

### Protein secretion analysis

Secreted protein levels were measured from the basal compartment of the TWIs at indicated days follow ALI. For BPIFA1, analysis was performed using an enzyme-linked immunosorbent assay (ELISA) kit (RayBiotech, Cat. # ELH-PLUNC-1) by following the manufacturer’s protocol. Briefly, samples and standards were loaded onto pre-coated tube strip plates and allowed to incubate at room temperature for 2 hours and 30 minutes while shaking at 150 rpm. After washing the plates, biotinylated antibody was added to the samples and they were incubated for an additional hour at room temperature at 150 rpm. After another round of washing, HRP-streptavidin was added to each well and the plates were incubated for 45 minutes at room temperature while shaking at 150 rpm. The samples were then washed and treated with 3,3,5,5’-tetramethylbenzidine solution for 30 minutes at room temperature while shaking at 150 rpm. To stop the reaction, 0.2 M sulfuric acid was added to each well. Plates were analyzed within 10 minutes of addition of the stop solution at a 450 nm wavelength using a Synergy HTX Multi-Mode Microplate Reader from BioTek on the The Gen5™ Microplate Reader and Imager software, also from BioTek.

For secreted cytokines and chemokines, the basolateral compartment media from TWIs were collected and analyzed for CSF2, IP10, MCP1, RANTES, IL6, and IL8 using custom MilliPlex assay kits (Millipore). Analyte concentrations were determined according to the manufacturer’s instructions using a Luminex FlexMap 3D system coupled with Luminex XPONENT software (Luminex).

### Flow cytometry analysis

hAEpCs at D0, 2, 8 and 35 post-ALI were removed from TWIs by incubating with Accutase (Invitrogen, Cat. #: 00-4555-56) for 20 minutes. Single-cell suspensions were fix in 4% paraformaldehyde for 15 minutes at 37C, permeabilized with 0.2% Triton X-100 for 15 minutes at room temperature, and then stained using the following primary antibodies: anti-β tubulin IV [β-tub IV] (GeneTex, Cat. #: GTX11315), anti-acetylated tubulin [α-tub] (Santa Cruz Biotechnology, Cat. #: SC-23950), anti-Keratin 5 [Krt5] (Biolegend, Cat. #: 905901), anti-nerve growth factor receptor [NGFR] (Biolegend, Cat. #: 345109), anti-mucin 5AC [Muc5AC] (Invitrogen, Cat. #: MA5-12178), anti-mucin 5B [Muc5B] (Santa Cruz Biotechnology, Cat. #: SC-21768), anti-Club cell protein 10 [CC10] (Proteintech, Cat. #: 26909-1-AP). Secondary antibodies used were Goat anti-chicken IgY-FITC (Biolegend, Cat. #: 410802), goat anti-mouse IgG-BV510 (Biolegend, Cat. #: 405331), and donkey anti-rabbit IgG-AF647(Biolegend, Cat. #: 406414). Basal cells were defined as either β-tub IV– Krt5+ or α-tub– NGFR+. Club and mucin-producing goblet cells were defined as CC10+ and Muc5AC+/Muc5B+, respectively. Ciliated cells were defined as either β-tub IV+ Krt5– or α-tub+ NGFR–.

### Statistical analysis

Statistical analysis on BPIFA1 secretion (ELISA) and flow cytometry (on frequency of epithelial sub-types) was performed by non-parametric *Mann-Whitney* test using GraphPad PRISM. The multiplexed bead-based protein levels (cytokine/chemokine secretion) were analyzed by paired Student’s *t*-test (comparing each of time points D-2, D2, D4, D6, D8, D10, D12, D14, D16, and D18 post-ALI independently against D0) using GraphPad PRISM. The data were considered statistically significant when *p* < 0.05 (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

## Results

We cultured primary human small airway epithelial cells (hSAEpCs) *in vitro* on porous membrane of transwell inserts and guided them to full differentiation under ALI for 28 days. Then, on days 0 (that is just prior to introducing ALI), 2, 4, 6, 8, 10, 14, 21 and 28 we lysed the cells *in situ*, collected their RNA and subjected them to whole-transcript expression analysis (**Figure 1A**). 

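The RNA of hSAEpCs from donor #1 was hybridized to Affymetrix Human Gene 2.0 ST arrays, with 1 array for each of 3 transwell inserts on each of 9 days, 27 arrays in all. The authors' values are log2 expression after robust multi-array averaging, which corrects for background, normalizes quantiles between arrays and summarizes the probes of each probe set. They cover 53617 probe sets, and the number of arrays per day limits the precision of each day mean. In the probe table, 16098 probe sets carry 1 gene symbol, none carries several and 37519 carry none, so that genes such as MUC5AC, SCGB1A1 and DNAH5 are measured but not named there. Table S3 lists log2 changes from D0 for 1953 genes. For 1934 of these, 1 probe set has the same changes on every day within 1e-05. OMG, BPIFA1 and PLA2G7 were named through this match (probe sets 16843156, 16912776 and 17019728), and the next nearest probe set differed from the listed changes by 1.40, 1.39 and 0.46 on the log2 scale. KRT14, STC1, TXNIP and S100A7 were named by the probe table (probe sets 16844804, 17075553, 16669796 and 16693427). Where a gene had several probe sets, the one with the highest mean was used, which left 14887 genes for testing.
The 9 days were fitted together in limma, and genes were counted as changed at an adjusted p under 0.05 with a change of more than 2-fold. The study's own criterion was applied beside it, a Kruskal-Wallis p under 0.01 without adjustment and day means that span more than 2-fold or 8-fold. The p values of single genes measure change against the spread between inserts of a single donor. Those of gene lists compare genes of the list with the other genes. Those of timing and of a pair of genes come from permutations over genes and over days. No p value covers the spread between donors. The D6 replicate 3 array stood apart from the others. Its values scattered around the mean of the other D6 arrays with an SD of 0.47 on the log2 scale, and this SD was between 0.18 and 0.29 for the other 26 arrays.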

Our objective here was to identify molecular signatures based on trajectories of single genes that correlate with stage of hSAEpCs differentiation. We first classified genes into similar longitudinal profiles based on similarity of their gene expression patterns for all timepoints. 

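Within 2 days of ALI, the hSAEpCs lost transcripts of squamous epithelium and gained transcripts of secretory cells, of inflammation and of the cell cycle, while genes of the motile cilium rose later. Of 20 measured genes of the squamous and cornified envelope list, 9 were lower on D2 than on D0 and none was higher (9 when adjusted over the list alone, camera adjusted p = 7.0e-15). CRNN, a protein of the cornified envelope, fell by 4.80 on the log2 scale (SE 0.16, adjusted p = 5.5e-17 from limma), SPRR3 fell by 3.16 and the mucosal keratin KRT13 fell by 2.90. Of 9 club and secretory cell genes, 4 rose by D2 and none fell (4 adjusted over the list alone, camera adjusted p = 1.8e-12), but BPIFA1 is among the 4 and was named by its values in Table S3, which lists genes for their change. Without it, in a test added after the data were seen, 3 of 8 rose (3 adjusted over the list alone, camera adjusted p = 1.6e-09), among them PIGR, the receptor that carries antibodies across the epithelium, with a log2 change of 4.63 (SE 0.093). Of 10 goblet cell genes, 5 rose and none fell (5 adjusted over the list alone, camera adjusted p = 2.3e-06), with SPDEF, a transcription factor of goblet cells, at 1.63 and AGR2, which helps mucins to fold, at 1.08.
Of 24 cell cycle genes, 17 rose by D2 (17 adjusted over the list alone, camera adjusted p = 3.1e-27), for example CCNA2 by 1.83 and TOP2A by 1.72. From D2 to D8, 3 of them fell and none rose (camera adjusted p = 3.6e-14), and from D8 to D28, 6 fell (camera adjusted p = 4.1e-15). These later calls were lost at adjusted p = 0.21 and adjusted p = 0.18 with an estimated correlation. Of 11 measured genes of the inflammatory response, 6 rose by D2 (6 adjusted over the list alone, camera adjusted p = 1.1e-12), with the adhesion molecule ICAM1 at 2.56 and the chemokines CXCL5 at 2.47 and CCL20 at 2.43. Genes of this list that only Table S3 names were left out of the test. Of these, CXCL1 and IL36G had log2 changes of 2.19 and 1.81 by D2, and IL1A and IL1B had −0.22 and −0.15. By D28 IL1A and IL1B had −2.41 and −2.11. Of 16 interferon response genes, 5 rose by D2 (5 adjusted over the list alone, camera adjusted p = 1.7e-09) and 8 were higher on D28 than on D0 (camera adjusted p = 9.5e-08), among them IFIT3 at 1.73 on D2 and 2.02 on D28. With a filter on dim genes, chosen after the data were seen, 5 of the 16 were left, of which 0 were counted on D2 (camera adjusted p = 0.0022) and 2 on D28 (camera adjusted p = 0.0206).
Of 17 genes of the motile cilium axoneme, none changed by more than 2-fold at an adjusted p under 0.05 by D2 (camera adjusted p = 0.72), 13 rose from D2 to D8 (13 adjusted over the list alone, camera adjusted p = 2.0e-36) and all 17 rose from D8 to D28 (camera adjusted p = 1.2e-36). RSPH4A, a protein of the radial spoke, rose by 3.71 from D2 to D8 (SE 0.23, adjusted p = 3.0e-11) and by a further 2.25 to D28. A further list joined regulators of multiciliogenesis with genes of centriole amplification such as STIL. For short it is called regulators of multiciliogenesis below, although not all of its genes are regulators. Of its 15 genes, 3 had risen by D2, MCIDAS by 1.55, STIL by 1.26 and CDC20B by 1.08 (3 adjusted over the list alone, camera adjusted p = 7.3e-05, and adjusted p = 0.18 with an estimated correlation), and 10 were higher on D28 than on D0 (camera adjusted p = 8.8e-10). FOXJ1, the master regulator of motile cilia, was among the 10, with a log2 change of 3.31. Since 17 of 24 cell cycle genes rose by D2 as well, the early rise of STIL cannot be told apart from that of dividing cells. All other camera calls named here held with an estimated correlation, apart from those with the filter on dim genes, for which it was not run.

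**Figure D1:**
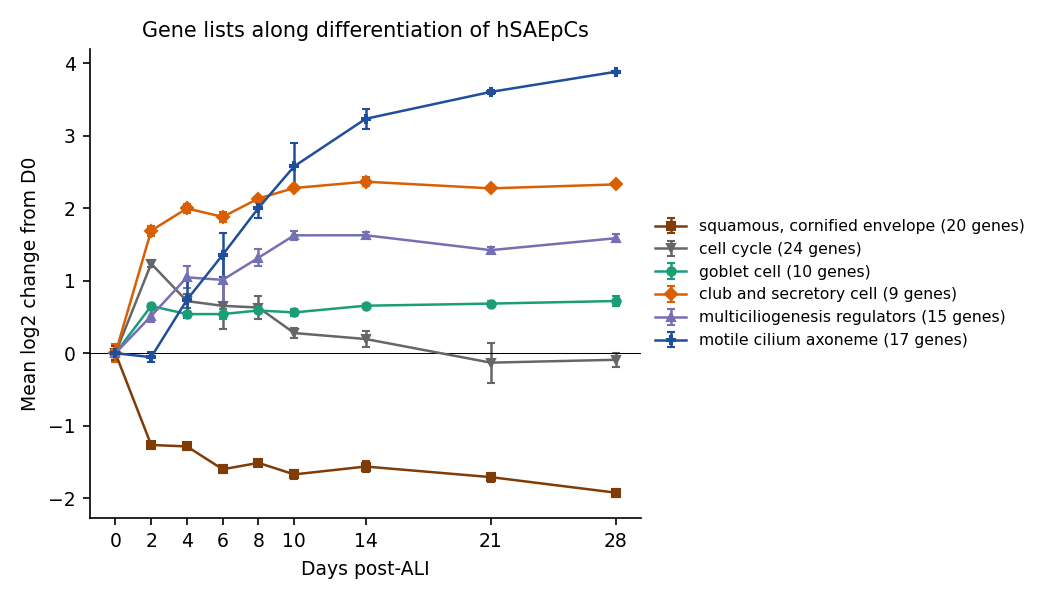
Mean log2 change from D0 of 6 gene lists (vertical axis) against days post-ALI (horizontal axis). Points are means over the list's measured genes and the 3 inserts, and bars are the SD over the 3 inserts. The squamous list falls by D2, the secretory lists rise by D2 and the motile cilium list rises from D4 to a mean of 3.88 on D28.

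Of the genes with a change between D0 and D28, the 17 axoneme genes passed 50% of their largest change on a median of D10, the 10 regulators of multiciliogenesis on a median of D5, and the squamous (9 genes), goblet (5, of which CEACAM5 fell) and club cell genes (5) on D2. Apart from BPIFA1, genes that only Table S3 names were not timed. Among them MUC5AC and CYP2F1 had log2 changes of 0.012 and 0.046 on D2 and of 3.60 and 4.62 on D28. SCGB1A1 and BPIFB1 already had 4.86 and 4.71 on D2. The early days of the goblet and club cell lists thus hold for their timed genes only. These days move with the share of the change, to D6 and D4 for axoneme genes and regulators at 25% and to D14 and D9 at 75%. At 50%, axoneme genes passed it later than squamous (adjusted p = 4.0e-05, from the smallest p that the permutations can give), goblet (adjusted p = 0.0003) and club cell genes (adjusted p = 0.001, and 0.0048 without BPIFA1), and the difference from the regulators did not pass (adjusted p = 0.0587, 4 comparisons by two-sided permutation tests over genes, which are not independent replicates).
In all, 344 of 14887 genes changed from D0 to D2 (251 rose and 93 fell), 258 from D2 to D8 (208 rose and 50 fell), 397 from D8 to D28 (350 rose and 47 fell) and 1077 from D0 to D28 (799 rose and 278 fell). By the Kruskal-Wallis criterion, 1262 of these genes spanned more than 2-fold, 903 higher and 359 lower on D28 than on D0. After Benjamini-Hochberg adjustment none reached a Kruskal-Wallis p under 0.01 (smallest adjusted p = 0.0476). A gene whose 9 days separate fully by rank has an unadjusted chi-square p of 0.00118, the smallest found. The adjustment could therefore hardly leave any gene, and its 0 says little about the genes. The limma F-test with adjustment counted 1548 genes, 1260 of them among the 1262.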

We detected 1,953 differentially expressed genes in total with a fold change (FC) > 2 and *p* value of < 0.01 (**Supplementary Table 3**). We further reduced the number of genes, limiting ourselves to only those with the largest magnitude change in gene expression (FC > 8 and *p* value of < 0.01), resulting in 299 identified genes of interest (**Supplementary Table 4**). 

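The genes with the largest range were mostly genes that rose, and most of them were highest on the last day. By the Kruskal-Wallis criterion 198 of the genes tested spanned more than 8-fold, of which 172 were higher and 26 lower on D28 than on D0, and 135 had their highest day mean on D28 and 24 on D0. Among the genes tested, the largest rises from D0 to D28 after those of BPIFA1 and OMG were those of GSTA2, a glutathione transferase, with a log2 change of 7.77 (SE 0.19, adjusted p = 6.8e-20 from limma), of the ciliary genes CIMIP1 (7.04) and CABCOCO1 (6.90), of CP, the copper-carrying ferroxidase (6.81), and of the ciliary gene CFAP126 (6.53). PIGR rose by 6.17. The largest declines among them were in genes of the cornified envelope and of its shedding. SPRR3 fell by 6.10 (SE 0.16, adjusted p = 1.5e-19), the protease inhibitor A2ML1 fell by 5.74, SPRR1A fell by 5.21 and the peptidase KLK7 fell by 5.06. In each of these genes the 3 inserts of D28 all lay on the same side of the 3 inserts of D0. Several genes by which airway cell types are known are named by Table S3 alone, and their direction is not independent evidence, since the study listed them for their change in these samples. The gel-forming mucins MUC5AC and MUC5B had log2 changes of 3.60 and 4.06 from D0 to D28, but of 0.012 (adjusted p = 0.98) and 0.47 (adjusted p = 0.18) by D2. The club cell gene SCGB1A1 had 4.86 by D2 and 5.84 by D28, and BPIFB1, a secreted relative of BPIFA1, had 4.71 and 7.93. The axonemal dynein genes DNAH5 and DNAH9 had 3.30 and 3.93 by D28. Of the 172 genes that rose, 157 started on D0 within the range of keratin-associated proteins of hair, which stand here for background (95th percentile 6.27 on the log2 scale), so that their folds can be underestimates. Of the 26 that fell, 19 reached this range.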

Using *K*-means clustering, we fit all 299 genes into 9 clusters with distinct expression profiles in order to isolate which genes were most indicative of differentiation (**Figure 1B**). 

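The 9 clusters of these 198 genes held a pair of large groups of late rising genes, a pair that rose by D2, a pair that fell, and 3 small groups with a turning point. The largest cluster held 72 genes, OMG and STC1 among them, and its mean log2 change was −0.006 on D2, 1.44 on D8 and 3.57 on D28. A cluster of 63 genes led by the ciliary genes CIMIP1, CABCOCO1 and CFAP126 rose earlier, to 1.30 on D4 and 4.64 on D28. BPIFA1 fell into a cluster of 22 genes with MMP13, a collagenase, and ALOX15, a lipoxygenase, which had risen by 2.01 on D2 and by 3.84 on D28. A cluster of 13 genes led by GSTA2, CP and PIGR had risen by 4.10 on D2 and stood at 4.48 on D28. A cluster of 11 genes led by A2ML1, CRCT1 and SPRR1A had a mean log2 change of −1.74 on D2 and of −4.16 on D28. KRT14 was in a cluster of 11 genes with SPRR3, KRT13 and SH2D1B, which was lowest at −3.58 on D28 and had reached −3.56 on D6. TXNIP shared a cluster with ARRDC4, its relative of the arrestin family, and RRAD (−3.70 on D6, −0.40 on D28), S100A7 shared a cluster with CXCL5 (3.41 on D6, −0.18 on D28), and PLA2G7 formed a cluster alone. The means of clusters are descriptions of genes chosen for their change and were not tested. The clustering used day means standardized within each gene and the best of 200 starts. The 7 marker genes fell into 6 clusters, and into 5 to 7 under the other settings that clustered all of them. Without D2 replicate 1, D2 replicate 3, D21 replicate 2 or D21 replicate 3, 1 of the 7 was no longer among the genes over 8-fold, and the other 6 fell into 5 or 6. With the 299 genes of Table S4, whose grouping had an adjusted Rand index of 0.923 with this clustering over shared genes, they fell into 5, with PLA2G7 and S100A7 together. Without standardization, or on linear fold changes, the index was 0.421 and 0.385.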

We selected the number of clusters so that the majority, if not all, of genes within each cluster demonstrate a comparable expression pattern. Next, a total of seven genes were selected (given the partial similarity in gene expression in two pairs of the clusters) as potential biomarkers having a large change in gene expression in response to stage of differentiation. These were oligodendrocyte myelin glycoprotein (OMG), keratin 14 (KRT14), stanniocalcin 1 (STC1), BPI fold containing family A member 1 (BPIFA1, also known as SPLUNC1), phospholipase A2 group VII (PLA2G7), thioredoxin interacting protein (TXNIP) and S100 calcium binding protein A7 (S100A7). 

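All 7 genes had a wide range over the course, and they differed in the day on which they were farthest from D0. BPIFA1, a secreted protein of the airway surface, was 344-fold higher on D28 than on D0. OMG, a membrane-anchored glycoprotein known from myelin, was 270-fold higher on D21 by the probe set that matches Table S3. STC1, a secreted glycoprotein hormone, was highest on D14 (14.4-fold). S100A7, an antimicrobial peptide, was highest on D4 (13.9-fold), and PLA2G7, the enzyme that inactivates platelet-activating factor, on D2 (4.22-fold). TXNIP, an inhibitor of thioredoxin and of glucose uptake, and KRT14, a keratin of basal cells, were lowest on D6, with log2 changes of −4.86 and −3.35. All of these changes passed the test (the largest adjusted p was 4.0e-08, for PLA2G7, from limma), and in each of them the 3 inserts lay beyond all 3 inserts of D0. On D28 compared with D0, 3 of the 7 were higher and 1 was lower at an adjusted p under 0.05 with more than 2-fold (the same counts adjusted over the list alone). As a set the 7 genes did not pass the test in this comparison (camera adjusted p = 0.37), and their mean log2 change was 1.95 while their median was −0.52. The study chose these genes on the same samples, so their changes are not independent evidence. The other probe set, which the probe table names OMG, spanned 1.41-fold over the course. Its day means, 2.17 to 2.67 on the log2 scale, lay below the median of the keratin-associated proteins (4.10). Its flat course therefore says little about OMG, and whether the rising one measures OMG stays open. The 5 genes that rose started on D0 within the range of the keratin-associated proteins, and KRT14 reached it, so that their folds can be underestimates. GAPDH, the reference gene of the qPCR, had a log2 change of −0.41 on D28 (adjusted p = 3.2e-04). Its level on the arrays was only 6.90 on D0 and 6.48 on D28, little above the 95th percentile of the keratin-associated proteins (6.27). This change may therefore not be that of the transcript measured by qPCR.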

To validate our findings, we performed hemi-nested real-time qPCR on these genes on four representative time points (days 0, 2, 8 and 28 following ALI). Hemi-nested real-time qPCR, as opposed to conventional qPCR, was selected to ensure that very low transcript numbers over a wide dynamic range can be reliably detected in our studies. Moreover, to address possible inter-individual variability in identified gene expression profiles, we investigated four healthy donors, encompassing bronchial and bronchiolar epithelia. As illustrated in **Figure 2A** (right panel), **2B**, the most consistent pattern of gene expression across all tested donors belonged to KRT14 and BPIFA1, both in agreement with microarray whole-transcript data [**Figures 1**, **2A** (left panel)]. 

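On the arrays KRT14 lay below and BPIFA1 above its D0 level on every day from D2 on. BPIFA1 had a log2 level of 5.08 ± 0.78 (SD, n = 3 inserts) on D0 and was higher by 5.07 on D2 (SE 0.22, adjusted p = 8.2e-15 from limma) and by 7.41 on D4. It then rose little, from 7.92 above D0 on D8 to 8.43 on D28, where its level was 13.51 ± 0.029. Most of its rise came before the median day on which motile cilium genes passed 50% of theirs. KRT14 had a level of 9.06 ± 0.24 on D0 and a log2 change of −0.97 on D2 (SE 0.15, adjusted p = 2.4e-05), just under 2-fold. It fell by 1.95 by D4 and stayed below D0 by more than 2-fold on every later day. After its low on D6 it came back in part, with log2 changes of −2.78 on D8 and −2.37 on D14, and was at −3.20 on D28 (adjusted p = 5.2e-15). The change of KRT14 on D2 exceeded 2-fold without D0 replicate 1 (−1.10) and without D2 replicate 2 (−1.01). On D2 every insert lay below every D0 insert for KRT14 and above for BPIFA1, with 3 inserts on either day.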

The detailed changes in genes expression analysis by qPCR is shown in **Supplementary Table 5**. The expression of KRT14 fell as early as D2 post-ALI (after normalization to reference housekeeping gene, glyceraldehyde 3-phosphate dehydrogenase (GAPDH), and compared against D0) and continued to drop or stayed low until the last time-point on D28. The expression of BPIFA1 showed the exact opposite trend with a considerable increase dateable on D2, which kept on rising or stay stably high until D28. Plotting the average fold change in expression of the seven genes as heatmap (**Figure 2C**) further confirmed consistency and magnitude of change in KRT14 and BPIFA1 expression. Analysis also showed that expression of STC1, PLA2G7 and S100A7 can differentially mark D0, D2, D8 and D28 post-ALI.

**Figure 1:**
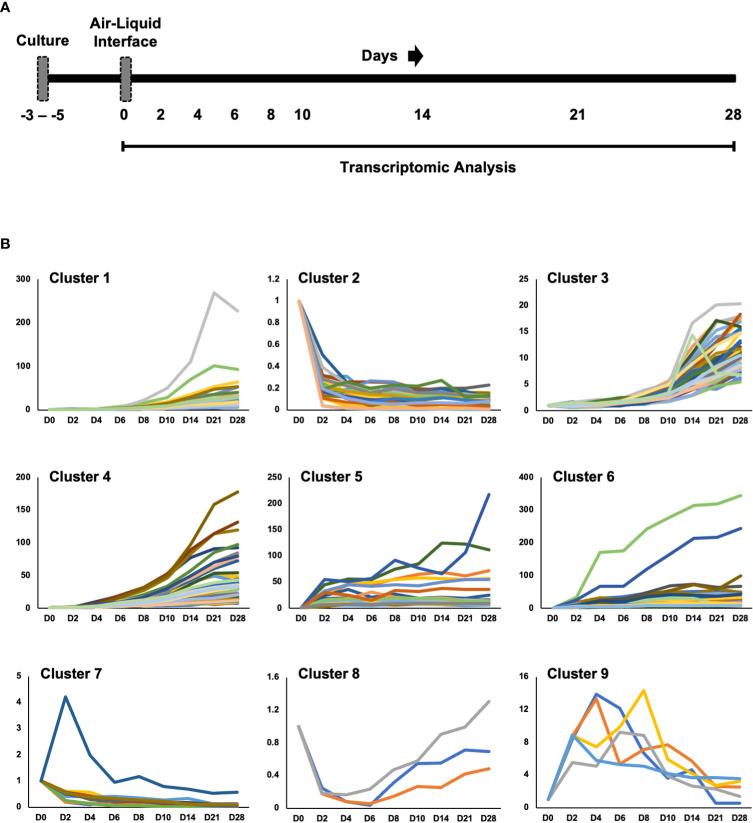
Study Design and Transcriptomic Analysis. **(A)** Diagram of healthy human small airway epithelial cells (hSAEpCs) (donor #1) guided through differentiation *in vitro* on transwell insert (TWI) porous membranes. The arrows indicate days following air-liquid interface (ALI) that cells were lysed *in situ* and used for transcriptomic analysis. **(B)** *K*-means clustering of genes differentially expressed during airway epithelial cell differentiation *in vitro* (these are genes with fold change [FC] > 8 and *p* < 0.01). D: days post-ALI; *n* = 3 replicates – i.e., TWI samples, per time point.

**Figure 2:**
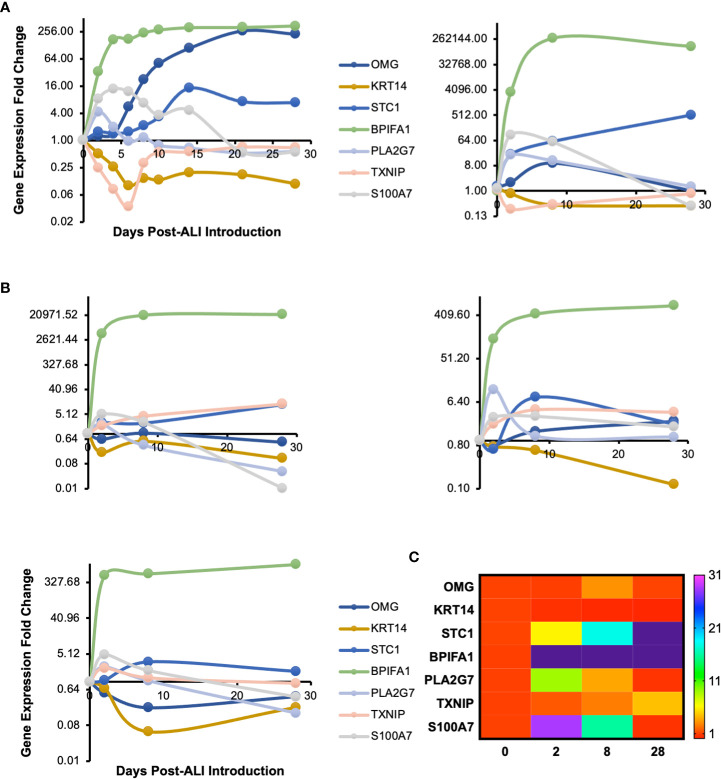
Transcriptomic Signature of *In Vitro* Differentiating Primary Human Airway Epithelial Cells. **(A)** Time course profile of expression of select genes from clusters plotted in **Figure 1B**. Left panel: microarray gene expression; right panel: hemi-nested qPCR validation of microarray data for days 0, 2, 8 and 28 post-ALI (same hSAEpC donor [donor #1]). **(B)** qPCR plots illustrating comparable patterns in expression of OMG, KRT14, STC1, BPIFA1, PLA2G7, TXNIP and S100A7 in three additional healthy human airway epithelial cell (hAEpC) donors, consistent with **(A)**. Top left (donor #2) and right (donor #3) panels: human bronchial epithelial cells [hBEpCs]: bottom left panel: hSAEpCs (donor #4). **(C)** Heatmap illustration of change in expression of genes in **(A)** and **(B)** across all tested donors (donors #1–4). OMG, oligodendrocyte myelin glycoprotein; KRT14, keratin 14; STC1, stanniocalcin 1; BPIFA1, BPI fold containing family A member 1; PLA2G7, phospholipase A2 group VII; TXNIP, thioredoxin interacting protein; S100A7, S100 calcium binding protein A7.

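On the arrays OMG rose late and TXNIP fell and came back. OMG did not pass the test on D2 (log2 change 0.31, SE 0.24, adjusted p = 0.45 from limma) and rose by 2.49 by D6, 4.49 by D8, 6.80 by D14 and 7.83 by D28 (adjusted p = 2.6e-18). TXNIP had fallen by 2.02 on D2 and by 3.62 on D4 and was lowest on D6. It was nearer to D0 again on D8 (−1.68) and on D28 (−0.52, adjusted p = 0.0079, and −0.11 relative to GAPDH, whose array level lay little above background). ARRDC4, which like TXNIP is a target of the glucose-sensing factor MondoA, had log2 changes of −3.63 on D4, −4.15 on D6, −2.76 on D8 and −1.05 on D28. Of 4 measured targets of MondoA and ChREBP, TXNIP and ARRDC4 included, 2 fell by D2 (2 adjusted over the list alone, camera adjusted p = 2.6e-05) and 2 rose from D8 to D28 (camera adjusted p = 0.0028, but adjusted p = 0.13 with an estimated correlation). The genes counted in both intervals were TXNIP and ARRDC4 themselves, and the other measured targets were counted in neither. D6 includes the array that stood apart, and without it the change of TXNIP on D6 was −4.67. The OMG values are those of the probe set whose changes match Table S3. Another probe set, which the probe table names OMG, had a log2 change of 0.12 on D8 (adjusted p = 0.66) and of −0.036 on D28 (adjusted p = 0.89). Its level was 2.24 on D0 and 2.20 on D28, low within the background range, so that its flat course says little about OMG. By qPCR in donor #1, the paper's table of fold changes lists OMG higher on D8 than on D0 and no higher on D28. The paper describes comparable qPCR patterns of its marker genes in further donors.

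**Figure D2:**
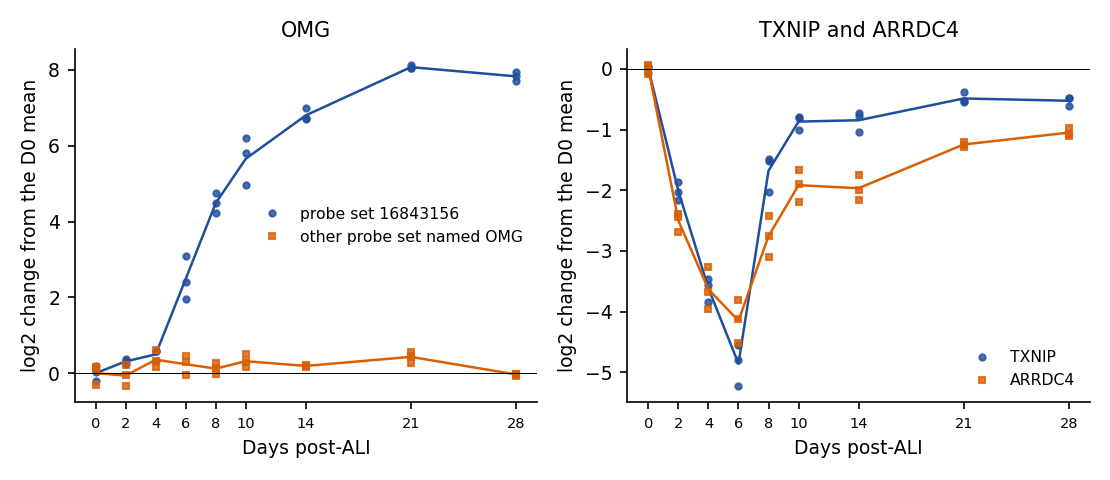
Log2 change from the mean of D0 (vertical axes) against days post-ALI (horizontal axes), with points for the 3 inserts of each day and lines through the day means. The left panel shows a pair of probe sets for OMG, of which only the one that matches Table S3 rises, and the right panel shows TXNIP and ARRDC4, both lowest on D6.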

BPIFA1 is an airway epithelium-derived multi-functional secretory protein that has been shown to have antimicrobial, ion channels-regulatory and airway smooth muscle-relaxing properties (Garcia-Caballero et al., 2009; Britto et al., 2013; Liu et al., 2013; Wu et al., 2017). So, we next evaluated change in secretion of BPIFA1 from basolateral surface of differentiating hAEpCs from multiple donors. We observed (**Figure 3**) that levels of BPIFA1 reached statistically significant high levels by D8 post-ALI (from undetectable at D0) and remained elevated throughout full differentiation (D28 post-ALI). This trend not only closely mimicked the transcript change in BPIFA1 expression, but also revealed that BPIFA1 can serve as a secreted biomarker of regenerating/differentiating human airway epithelium.

**Figure 3:**
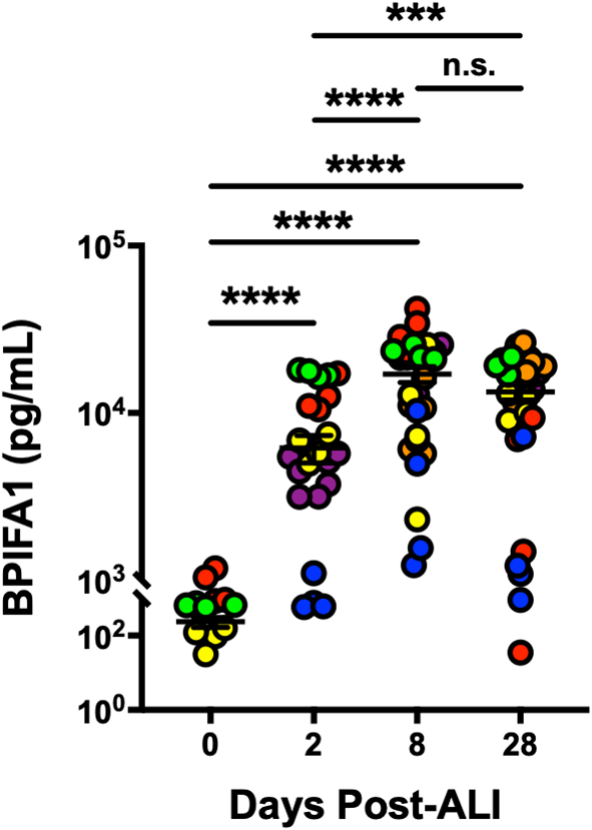
BPIFA1 Is a Secretory Biomarker of Differentiating Human Airway Epithelial Cells. Confirmation of BPIFA1 expression at protein level (secreted basolaterally into culture media) from six hAEpC donors (bronchial epithelial cells derived from two different donors [designated as yellow (donor #5) and red (donor #6)], and small airway epithelial cells derived from four separate donors [designated as purple (donor #7), orange (donor #8), blue (donor #9), and green (donor #10)]) with *n* = 4-7 replicates per donor. Data were analyzed by non-parametric *Mann-Whitney* test. ***p < 0.001, ****p < 0.0001, n.s., not significant.

Next, we evaluated abundance of bronchial and bronchiolar epithelial sub-types from multiple donors as they went through ALI differentiation *in vitro* (**Figure 4A**). We observed significant increase in frequency of secretory cells (goblet and Club cells) as well as ciliated cells as the epithelial cells differentiated, while the frequency of basal cells showed the opposite trend. Notably, emergence of goblet cells occurred as early as D2 post-ALI with additional increases evident on D8 and D35, whereas marked increase in abundance of Club and ciliated cells was evident only at D35 post-ALI upon full differentiation (**Figure 4A**). Our data indicated that differentiation into mucin-producing cells shows a similar pattern to BPIFA1 transcriptomic expression and protein secretion. Lastly, we examined baseline secretion of colony-stimulating factor 2 (CSF2), interferon-gamma-inducible protein 10 (IP10), monocyte chemoattractant protein-1 (MCP1), regulated upon activation, normal T cell expressed and presumably secreted (RANTES), interleukin 6 (IL6), and IL8, as representative inflammatory cytokines and chemokines, during the course of epithelial cells differentiation (**Figure 4B**). We found that the level of all these proteins increases with induction of ALI, peaking at D2-4 post ALI before showing a downward trend to low levels. Interestingly, this pattern inversely correlates with BPIFA1 secretion.

**Figure 4:**
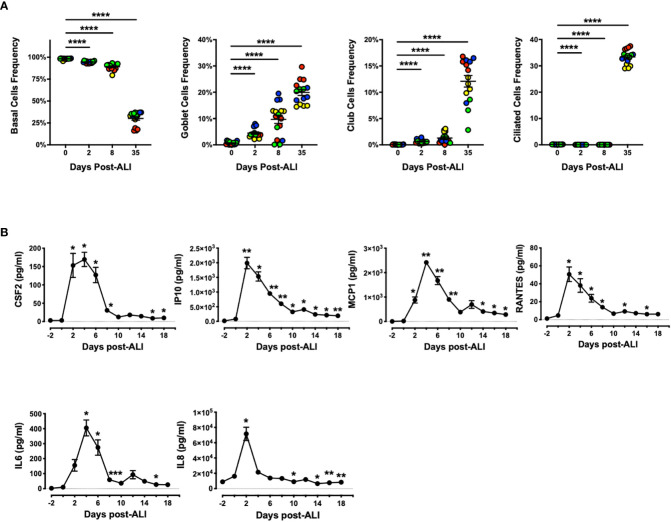
Change in Frequency of Airway Epithelial Sub-types and Secreted Inflammatory Proteins During *In Vitro* Differentiation. **(A)** The abundance of basal, goblet, Club, and ciliated cells were analyzed by flow cytometry on D0, 2, 8 and 35 post-ALI from four hAEpC donors (bronchial epithelial cells derived from two different donors [designated as yellow (donor #5) and red (donor #6)], and small airway epithelial cells derived from two separate donors [designated as blue (donor #9) and green (donor # 10)]) with *n* = 4 replicates per donor. Data were analyzed by non-parametric *Mann-Whitney* test. **(B)** Time course secretion analysis of inflammatory cytokines/chemokines for a representative human bronchial epithelial cell (donor #11) with *n* = 3–6 replicates. Data were analyzed by paired Student’s *t*-test test. *p < 0.05, **p < 0.01, ****p < 0.0001. CSF2, colony-stimulating factor 2; IP10, interferon-gamma-inducible protein 10; MCP1, monocyte chemoattractant protein-1; RANTES, regulated upon activation; normal T cell expressed and presumably secreted; IL6, interleukin 6; IL8, interleukin 8.

## Discussion

In this study, we cultured and differentiated hAEpCs (bronchial and bronchiolar) *in vitro*, applied whole-transcript expression analysis and found that the profile of OMG, KRT14, STC1, BPIFA1, PLA2G7, TXNIP, S100A7 expression creates a unique biosignature that reveals the stage of epithelial cells differentiation. In addition, we successfully validated our bulk transcriptomic data in multiple donors using hemi-nested qPCR, and showed that, at protein-level, secretion of epithelium-derived pathophysiologically relevant BPIFA1 well reflects the gene expression profile. 

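The levels of the 7 genes placed nearly every array on its own day. When each array was left out in turn and given the day with the nearest mean of OMG, KRT14, STC1, BPIFA1, PLA2G7, TXNIP and S100A7, 26 of 27 arrays were given their own day. The exception was D10 replicate 3, which was given D8. All 12 arrays of D0, D2, D8 and D28 were placed on their own day, by the 7 genes and by BPIFA1 and KRT14 alone. BPIFA1 and KRT14 alone placed 24 of all 27. Leaving out TXNIP left 25 of 27 arrays on their own day, leaving out KRT14 left 24, and leaving out OMG left 27. Of 10000 random sets of 7 genes, 0.02% placed as many arrays when drawn from all genes (median 10 of 27), and 19.7% when drawn from the genes that spanned more than 8-fold (median 24 of 27). For the 12 arrays, 17.1% of random sets from all genes and 94.6% of those from the genes over 8-fold did as well. The 7 genes were chosen on these arrays, from a single donor, so this describes them and is not an independent test. From the clusters of genes with similar courses and the distinct courses of the 7 genes picked from them, the paper concludes that their joint profile reveals the stage of differentiation, and it takes KRT14 and BPIFA1, whose patterns held across donors by qPCR, as the most uniform of the 7.

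**Figure D3:**
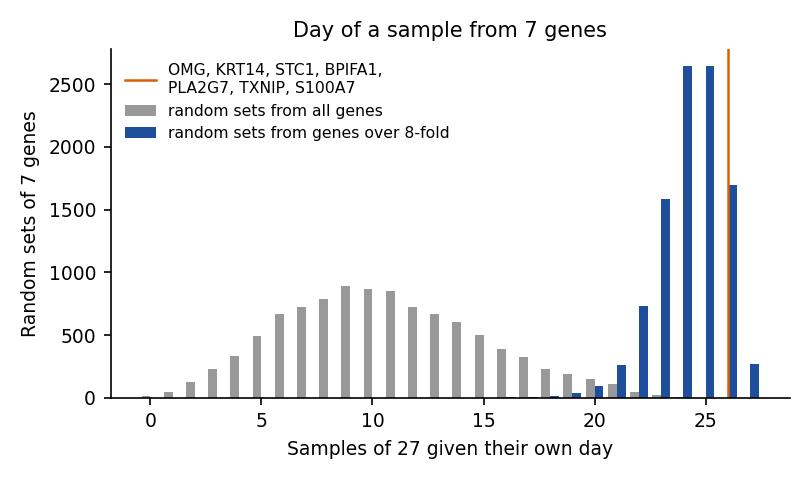
Number of random sets of 7 genes (vertical axis) against the number of 27 arrays that they placed on their own day (horizontal axis), for 10000 sets from all genes and 10000 from genes over 8-fold. The line marks the 26 arrays placed by the 7 genes of the study, beyond nearly all sets from all genes and within the upper part of those from genes over 8-fold.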

Notably the patterns of genes and protein expression were comparable between the bronchial and bronchiolar (small airway) epithelial cells. Lastly, we correlated abundance of epithelial sub-types and secretory baseline inflammatory markers with levels of BPIFA1.

Here, our overarching goal was not to delineate biological processes or pathways that are induced or inhibited upon mucociliary differentiation, rather we wanted to identify individual genes whose expression states at any given timepoint, following ALI induction and after normalization to housekeeping gene, can provide insight into hAEpC differentiation stage. To obtain meaningful results from the relatively large data set comprising of 27 samples (9 timepoints × 3 replicates per timepoint), we used *K*-means clustering for stratifying our microarray gene expression data into clusters of genes with similar longitudinal expression patterns. 

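With 2 clusters the genes over 8-fold parted mainly by direction, and with 5 also by the time of their change. With 2 clusters, 173 genes, 172 of them higher on D28 than on D0, stood against 25 that were all lower. With 5 clusters, the groups were 135 late rising genes with OMG and STC1 (mean log2 change 0.059 on D2 and 4.07 on D28), 34 early rising genes with BPIFA1 (2.77 on D2 and 4.15 on D28), 21 falling genes with KRT14 (−1.90 and −3.93), 4 genes with TXNIP whose mean was lowest on D6, and 4 genes with PLA2G7 and S100A7 whose mean was highest on D2. With 9 clusters the late rising group was divided into groups of 72 and 63 genes whose mean courses had a correlation of 0.974 over the 9 days. Among the other pairs of clusters, the falling groups with A2ML1 and with KRT14 had a correlation of 0.916, and the early rising groups with BPIFA1 and with GSTA2 had 0.896. The mean silhouette width, which is higher when genes lie nearer to their own cluster than to the next, was 0.742 for 2 clusters, 0.627 for 5, 0.369 for 6 and 0.319 for 9. On the 299 genes of Table S4 it was 0.732 for 2 clusters and 0.304 for 9. The share of the variance within genes that the clusters held rose from 83.1% with 2 to 96.6% with 9. The smallest of the 9 clusters held 1 gene.

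**Figure D4:**
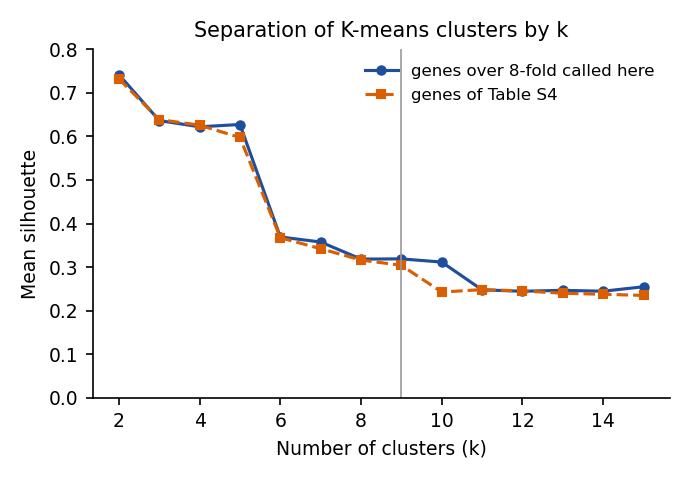
Mean silhouette width (vertical axis) against the number of clusters from 2 to 15 (horizontal axis), for the 198 genes over 8-fold and for the genes of Table S4. Both lines are highest at 2 clusters and drop between 5 and 6.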

Since *K*-means clustering requires *a priori* knowledge of the number of clusters, we empirically found that clustering the differentially expressed genes into 9 groups yields optimal clustering to identify patterns of genes that behave similarly while avoiding multiple groups with overly similar patterns.

Our experimental strategy that led to identification of BPIFA1 as a biomarker of differentiating hAEpCs is in line with studies by Campos et al. (Campos et al., 2004), where authors detected BPIFA1 (named ‘palate, lung, nasal epithelium clone protein (PLUNC)’ at the time) as a major protein in secretions of *in vitro*-cultured hAEpCs. However, while Campos and colleagues reported a dramatic increase in BPIFA1 release into culture media of hAEpCs during the second week of ALI (consistent with our findings), their studies predominantly focused on characterization of BPIFA1 as an epithelium-derived ethanol-soluble protein. In contrast, in our studies we applied a systemic analytical approach where evaluation of whole-transcript expression data led us to identification of BPIFA1 as a biomarker of differentiating epithelial cells under ALI. Moreover, Campos et al. neither examined change in BPIFA1 mRNA expression throughout mucociliary differentiation process, nor reported a transcript signature indicative of differentiation stage.

Regulation of BPIFA1 transcript and protein levels by differentiated state of human airway epithelium provides a new angle into understanding its biological significance. The majority of prior works focused on role of immune and inflammatory signals in driving or being influenced by BPIFA1 expression (Britto et al., 2013; Britto et al., 2019; Wrennall et al., 2021). For instance, Britto and colleagues using *in vivo* murine models demonstrated that Bpifa1 is key for pulmonary recruitment and transmigration of neutrophils to the airways in response to LPS challenge, and during acute lung inflammation, the most downregulated genes in Bpifa1-/- mice are Cxcl9 and Cxcl10 (Britto et al., 2019). Similarly, Bpifa1 was downregulated in bronchoalveolar lavage fluid (BALF) of C57Bl/6 mice following viral and bacterial pneumonia, and T_h_1 and T_h_2 inflammation inhibited its protein expression *in vivo* (Britto et al., 2013). As such an insight into change in expression of BPIFA1 based on differentiated state of the airway epithelium provides a new window for further characterization of its biological significance and potentially as a prognostic biomarker.

The additional 4 genes validated using hemi-nested qPCR may find further utility in expanding the differentiation biosignature for research and clinical applications by adding additional differentiation state resolution and sensitivity. KRT14 is a biomarker of airway basal stem cells. Therefore, its expression reduction following ALI is in line with observation that the number of basal cells drops and terminally differentiated cells (e.g., ciliated cells, secretory cells) increase in frequency post-ALI induction. 

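On the arrays KRT14 fell by more than 2-fold, and the other measured genes of basal cells went in both directions, most of them by less. Of 9 measured genes of the basal cell list, 1 was lower (KRT14) and 1 was higher (DAPL1, log2 change 2.27) by more than 2-fold on D28 than on D0, the same counts when adjusted over the list alone. At an adjusted p under 0.05 and any fold, 3 were lower and 4 were higher. KRT5, the keratin by which basal cells are also known, had a log2 change of −0.77 on D28, under 2-fold, and NGFR, a surface receptor of basal cells, had 0.30. As a list, basal cell genes did not pass the test of lists from D0 to D28 (camera adjusted p = 0.70), with a mean log2 change of −0.046 and a median of 0.30. No gene of the list passed the test with more than 2-fold from D0 to D2 (camera adjusted p = 0.42). From D2 to D8 KRT14 fell by 1.81 (SE 0.15, adjusted p = 2.6e-09 from limma) and DAPL1 rose by 1.87. With a filter on dim genes, chosen after the data were seen, 8 of the 9 genes were left. Of these, 1 was counted as lower and 0 as higher, from D0 to D28 and from D2 to D8. The rise of DAPL1 was thus not counted among the brighter genes. The sum over a whole culture does not give the level per cell type, and 9 of the 18 listed genes were not measured under a name.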

STC1 has been for most part studied in the setting of cellular inflammation and carcinogenesis (Yeung et al., 2012; Zhao et al., 2020); however, a recent study found that STC1 is detectable in human blood serum, its level is significantly lower in asthmatics compared with healthy control subjects, and intranasal administration of recombinant human STC1 reduces airway hyperresponsiveness and inflammation in mice (Xu et al., 2020). These findings imply a protective role for STC1 (at least in the context of allergic asthma), and our gene expression data, for the first time, reveal that STC mRNA levels increase as hAEpCs differentiate. 

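STC1, a secreted glycoprotein hormone that acts on calcium and phosphate transport, rose late in the course. Its log2 level was 4.56 ± 0.17 (SD, n = 3 inserts) on D0 and it was higher by 1.09 on D8 (SE 0.21, adjusted p = 2.4e-04 from limma), by 1.75 on D10 and by 3.85 on D14 (adjusted p = 1.7e-13). It was then lower than on D14 but still above D0, by 2.85 on D21 and by 2.78 on D28 (adjusted p = 5.4e-11). On D2, D4 and D6 its log2 change was between 0.51 and 0.64, under 2-fold. On each day from D2 on, all 3 inserts lay above the 3 inserts of D0. The change on D8 was 0.95, under 2-fold, when D8 replicate 2 was left out.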

In our studies, expression of PLA2G7 and S100A7 peaked on D2 and then started to drop to D0 or lower levels by D28 post-ALI. 

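PLA2G7 and S100A7 both rose at once after ALI, and S100A7 stayed high for longer. PLA2G7 was higher by 2.08 on the log2 scale on D2 (SE 0.20, all 3 inserts above all D0 inserts) and by 0.99 on D4, and had a log2 change of −0.080 on D6 (adjusted p = 0.83 from limma), or of 0.21 without the D6 array that stood apart. On D21 and D28 its log2 changes were −0.93 and −0.80 (adjusted p = 9.0e-04 and 0.0033), under 2-fold. S100A7 was higher by 3.07 on D2 (SE 0.24, adjusted p = 5.7e-10), by 3.80 on D4, by 3.60 on D6 and by 2.22 on D14. Between D8 and D28 it fell by 3.59 (adjusted p = 2.1e-10), the largest decline of that interval among the genes tested, and on D28 its log2 change from D0 was −0.86 (adjusted p = 0.0059), under 2-fold. Other genes that fell from D8 to D28 were CRCT1, a cornified envelope protein (−3.47), KLK7 (−3.05) and CXCL5 (−2.65), the chemokine in the cluster of S100A7.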

PLA2G7 is a secreted enzyme which degrades and inactivates platelet-activating factor (PAF) (Karabina and Ninio, 2006), yet its expression in respiratory epithelium had not been reported before. Here, we show the first evidence of PLA2G7 expression and its correlation with stage of differentiation in hAEpCs. Antimicrobial peptide S100A7, whose expression in our studies was comparable to that of PLA2G7, has been shown to be expressed by well-differentiated human airway epithelia (Andresen et al., 2011); however, here we provide the first evidence on correlation of S100A7 gene expression with stage of hAEpCs differentiation *in vitro*.

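Over the 9 day means, S100A7 was high on the same early days as PLA2G7 but on more of them. The day means of both genes had a Pearson's r of 0.64 (exact permutation p = 0.0556, n = 9 days) and a Spearman's rho of 0.77 (exact permutation p = 0.0214), both two-sided, as the only pair of genes tested in this way. Without D2 and D4, the days on which PLA2G7 was farthest from its median, r was 0.65 (exact permutation p = 0.121, n = 7 days) and rho was 0.68 (exact permutation p = 0.11). The days are successive times of a single culture series, so they are not fully independent. The spread between inserts on a day (SD) was at most 0.53 for either gene, which is less than the rise of either on D2.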

The transcriptomic molecular signature we identified in this study may serve as an initial or complementary step for utilization as diagnostic in clinical setting by detecting human airway epithelial regeneration state. This requires thorough validation of our results in large sample numbers (to be obtained, for instance, through airway brushing of healthy and diseased donors). The clinical need for such use should also be clearly laid out upfront, as airway brushing, lung biopsy acquisition or bronchoalveolar lavage fluid collection may not be feasible in all patient settings. In addition, the impact of an underlying co-morbidity must be taken into consideration.

In our studies, we also demonstrated that induction of BPIFA1 expression can likely be attributed to emergence of mucin-producing goblet cells as these cells appeared as early as two days following ALI and their number further increased on days 8 and 35. This is consistent with earlier reports. Using affinity-purified antibodies, Bingle and colleagues showed that BPIFA1 is a secreted product of goblet cells *in vitro* and in airways of whole human lungs (Bingle et al., 2010; Bingle et al., 2012). Interestingly, De Smet et al., through histochemical and transcriptomic analysis of airway in a large cohort of never-smokers and smokers with and without COPD, found that BPIFA1 is elevated in COPD patients and correlates with disease severity and goblet cell hyperplasia (De Smet et al., 2018). It has been shown that BPIFA1 expression in lungs of laboratory mice occurs in Club cells, co-localizing with secretoglobin family 1A member 1 (SCGB1A1) (Leeming et al., 2015). Thus, it is likely that this epithelial sub-type in our human *in vitro* cultures may also contribute to BPIFA1 secretion as cells differentiate.

It has been reported that BPIFA1, in addition to its antimicrobial, ion transport-influencing, and smooth muscle-relaxing properties, has an immunomodulatory function (Gaillard et al., 2010; Britto et al., 2013; Britto and Cohn, 2015; Walton et al., 2016; Wu et al., 2017; Akram et al., 2018; Khanal et al., 2021). Chu et al. reported that BPIFA1 significantly suppresses human airway epithelial IL8 production induced by *Mycoplasma pneumoniae*-derived lipoproteins and Toll-like receptor 2 (TLR2) ligand Pam3CSK4 (Chu et al., 2007). Another study reported that BPIFA1 inhibits airway eosinophilic inflammation in a murine airway allergic inflammation *in vivo*, and attenuates LPS-induced eotaxin-2 production from alveolar macrophages (Thaikoottathil et al., 2012). These findings are in line with decrease in inflammatory cytokine/chemokine secretion from hAEpCs in our studies while BPIFA1 levels go up. While we attribute the anti-inflammatory effect to BPIFA1 during epithelial cells differentiation, future studies are needed to validate this using blocking antibodies, small molecule inhibitors and/or genetic knockout systems.

Our studies here have a number of drawbacks. We drew our conclusions based on the limited number of donors we tested. In addition, we studied the differentiating epithelia in the absence of other organ-level complexities such as other lung airway cells/tissues (e.g., vascular endothelium, airway smooth muscle, fibroblasts, tissue-resident immune cells), physiologically relevant mechanical cues (e.g., rhythmic airflow associated with breathing) and sub-epithelial extracellular matrix. We also did not investigate the expression profile in diseased subject-derived epithelial cells. Future studies should address these drawbacks. Lastly, we plan in future studies to evaluate apical secretion of BPIFA1 to understand whether its levels correlate with basally secreted pattern, and to what is found in sputum or bronchoalveolar lavage of human subjects at health and disease.

In summary, this study, based on a limited number of primary human airway epithelial cell donors, reveals a unique transcriptomic molecular signature for various stages of mucociliary differentiation. It also shows that protein production of BPIFA1 closely mimics its gene expression profile, pointing to BPIFA1 as a secreted biomarker of regenerating human airway epithelium *in vitro*.

## Data availability statement

The datasets presented in this study have been deposited in Gene Expression Omnibus (GEO) under accession number GSE197142, which is available via https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197142.

## Author contributions

KHB and RN conceptualized the initial gene expression studies; KHB designed and planned the study direction; KHB, CC, BFN, UC performed qPCR and protein secretion experiments; BFN performed flow cytometry studies, KHB and RN designed and planned hemi-nested qPCR; KH performed qPCR conditions optimization; RN analyzed the microarray gene expression data; KHB wrote up the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Division of Pulmonary, Allergy and Critical Care Medicine at University of Pittsburgh, the Wyss Institute for Biologically Inspired Engineering at Harvard University, the U.S. National Institutes of Health (U01EB029085; R41ES031639), and the U.S. Department of Defense Congressionally Directed Medical Research Programs Discovery Award (W81XWH2010035). The views and conclusions contained in this document are those of the authors and should not be interpreted as representing the official policies, either expressed or implied, of the U.S. Department of Defense or the U.S. government.

## Acknowledgments

We thank Ms. Eva Zittel for her assistance with qPCR primers testing, staff at Molecular Biology Core Facilities, Dana-Farber Cancer Institute, for their assistance with sample preparation and microarray chip processing for gene expression studies.

## Conflict of interest

KB is founder and holds equity in Pneumax, LLC.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: BPIFA1 is a secreted biomarker of differentiating human airway epithelium
**Source:** Front Cell Infect Microbiol. 2022 Nov 28;12:1035566. doi: 10.3389/fcimb.2022.1035566
**Supplement:** Supplementary file 6

## **SUPPLEMENTAL INFORMATION**

### **BPIFA1 Is a Secreted Biomarker of Differentiating Human Airway Epithelium**

#### **AUTHORS**

Clarissa Clifton<sup>1#</sup>, Brian F. Niemeyer<sup>1#</sup>, Richard Novak<sup>2#</sup>, Uryan I. Can<sup>3#</sup>, Kelly Hainline<sup>2</sup>, Kambez H. Benam<sup>1,4,5\*</sup>

<sup>1</sup>Division of Pulmonary, Allergy and Critical Care Medicine, Department of Medicine, University of Pittsburgh, Pittsburgh, PA 15213, USA. <sup>2</sup>Wyss Institute for Biologically Inspired Engineering, Harvard University, Boston, MA 02115, USA. <sup>3</sup>Division of Pulmonary Sciences and Critical Care Medicine, Department of Medicine, University of Colorado Anschutz Medical Campus, Aurora, CO 80045, USA. <sup>4</sup>Department of Bioengineering, University of Pittsburgh, Pittsburgh, PA 15219, USA. <sup>5</sup>Vascular Medicine Institute, University of Pittsburgh, Pittsburgh, PA 15213, USA. <sup>#</sup>These authors contributed equally.

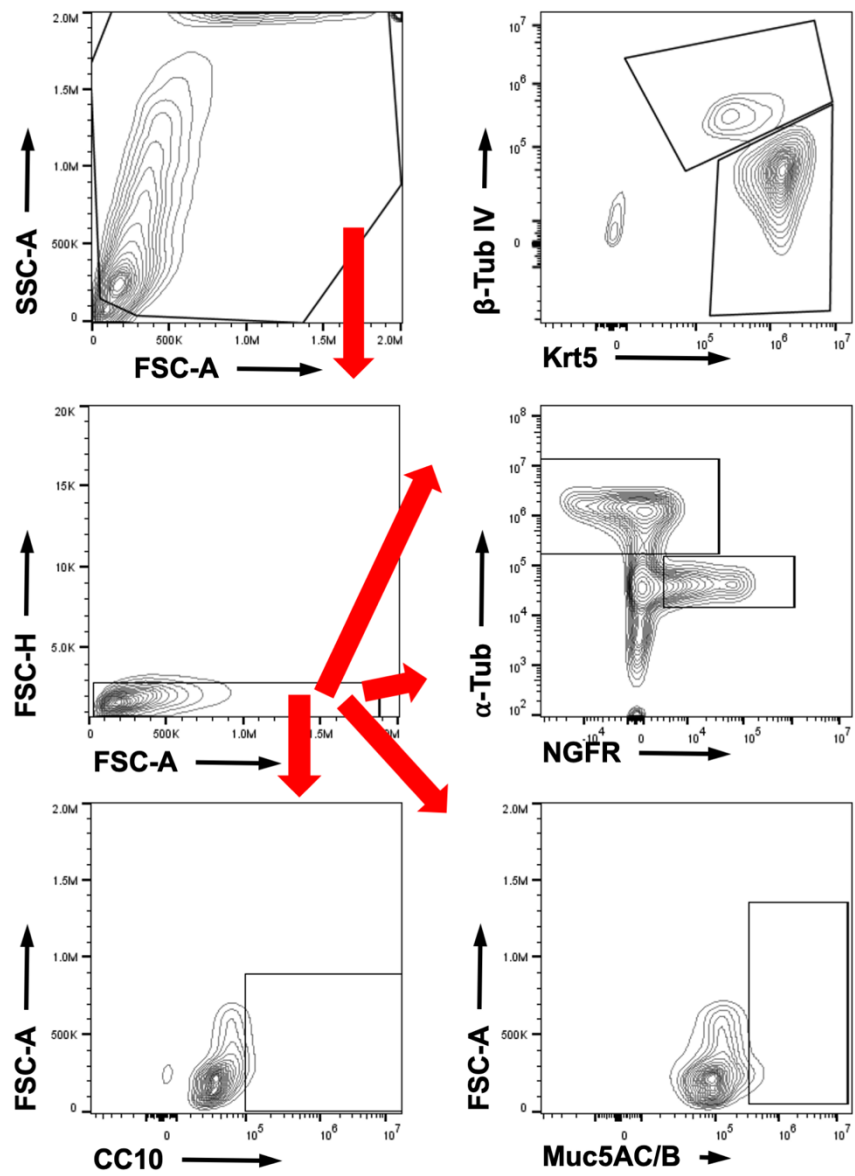

### **Supplementary Figure 1. Flow Cytometry Gating Strategies for Epithelial**

**Cell Sub-types.** Cells were first gated using FSC-A and SSC-A parameters. Single cells were gated on using a doublet discrimination gate by FSC-A and FSC-H. From the singlet gate, basal, ciliated, Club, and goblet cells were identified. Ciliated cells were defined as either  $\beta$ -tubulin IV ( $\beta$ -tub IV) high and Keratin 5 (Krt5) negative, or Acetylated-tubulin ( $\alpha$ -Tub) positive and Nerve Growth Factor Receptor (NGFR) negative. Basal cells were characterized as either  $\beta$ -tubulin IV low and Krt5<sup>+</sup> or acetylated-tubulin negative and NGFR<sup>+</sup>. Club cells were defined as Club Cell 10 kDa Secretory Protein (CC10)<sup>+</sup> and goblet cells were co-stained and positive for Mucin 5AC and Mucin 5B (Muc5AC/B).

**Supplementary Table 1. Differentially Expressed Genes in Human Airway Epithelial Cells Undergoing Mucociliary Differentiation *In Vitro*.** Genes that their expression changed over 2-fold throughout differentiation with  $p$  value of  $< 0.01$  are listed here. Data is from of healthy human small airway epithelial cells (donor #1) which were guided through differentiation *in vitro* on TWI porous membranes ( $n = 3$  TWI replicate per time point).

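The values listed in Table S3 are changes of the mean log2 expression of 3 inserts from that of D0, 1 column for each later day, so that a value of 1 stands for a doubling. They equal differences between the day means of the array values, and 1934 of the 1953 listed genes could be matched to a probe set in this way. The genes include the cornified envelope gene TGM1, the dynein gene DNAH9 and the mucin gene MUC5B, which the probe table does not name. Of the matched genes 689 have no symbol in the probe table, 1228 have the same gene name there and 1 name in the table is a date. All 1934 meet a Kruskal-Wallis p under 0.01 (the highest is 0.00998) and span more than 2-fold between their highest and lowest day. Over all 53617 probe sets, 2450 meet both criteria, 1152 of them without a symbol in the probe table.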

**Supplementary Table 2. 

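Table S4 holds the 299 genes of Table S3 whose highest and lowest day lie more than 3 apart on the log2 scale, which is 8-fold. The span runs over all 9 days and not only from D0 to D28. PLA2G7 is listed for this reason, since it spans 8.02-fold between its highest day (D2) and its lowest (D21), and so is S100A7 (25.6-fold between D4 and D21). TXNIP is listed for its low on D6 (29.0-fold). Of the 299 genes 295 were matched to a probe set, and all 295 span more than 8-fold at a Kruskal-Wallis p under 0.01. Over all probe sets 359 do, of which 159 have no symbol in the probe table.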

Genes with Largest Magnitude of Change During Human Airway Epithelial Cells Differentiation *In Vitro*.** Differentially expressed genes from **Supplementary Table 1**, for which change fold change (FC) was 8 is shown here.

**Supplementary Table 3. Actual Fold Change in Expression of Select Biomarker Genes for Donors Plotted in Figure 2.** ALI: Air-Liquid Interface; hSAEpC: human Small Airway Epithelial Cell; hBEpC: human Bronchial Epithelial Cell.

**Supplementary Table 4. De-identified Donor Information on Cells Used in This Study.**

**Supplementary Table 5. qPCR Primer Sequences Used in This Study.**

How the deposited data were processed for this re-analysis (not part of the article)

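RNA of primary hSAEpCs from donor #1 was measured on D0, D2, D4, D6, D8, D10, D14, D21 and D28 post-ALI, on Affymetrix Human Gene 2.0 ST arrays, with 3 transwell inserts per day and 27 arrays in all. The values are log2 expression as deposited by the authors, who made them by robust multi-array averaging (RMA), with background correction, quantile normalization between arrays and a summary per probe set. The methods name Affymetrix Power Tools for this step, and the submitters' processing notes name RMA and Affymetrix Expression Console, without versions. The values were used as they are, without further normalization. Day and replicate number of each array were taken from the sample labels. The replicate numbers do not pair inserts across days. The median correlation of the deviations from the day means was 0.0019 between arrays of the same number and 0.0022 between arrays of different numbers, and 9 of 27 arrays were nearest to an array of their own number, so that no pairing was used.

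Of 53617 probe sets, 16098 have 1 gene symbol in the probe table, 0 have several and 37519 have none. The symbols stand for 14884 genes, 779 of them with several probe sets, of which the one with the highest mean was kept. OMG, BPIFA1 and PLA2G7 were named by the probe set whose log2 changes match Table S3 within 1e-05, which gave 14887 genes for testing. The other genes that only Table S3 names were not added to the genes tested, since the study listed them for their change in these samples.

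The 9 days were fitted in limma 3.58.1 (R 4.3.3) with empirical Bayes moderation, and contrasts were made for D2 against D0, D8 against D2, D28 against D8 and D28 against D0, and for each day against D0. Genes were counted at a Benjamini-Hochberg adjusted p under 0.05 with a change of more than 2-fold. All adjusted p values of single genes in the text are from limma, and those beside counts of a list are from camera for the whole list. The study's criterion was a Kruskal-Wallis p under 0.01, here from the chi-square distribution without adjustment, and a difference of more than 1 (2-fold) or 3 (8-fold) on the log2 scale between the highest and the lowest day mean. A limma F-test over all days with an adjusted p under 0.01 stood beside it. Genes over 8-fold were clustered by k-means (scikit-learn 1.9.0, 9 clusters, 200 starts) on day means standardized within each gene, and the mean silhouette width was computed for 2 to 15 clusters. Each array was assigned to the day with the nearest mean of the 7 marker genes, computed without that array, and 10000 random sets of 7 genes were treated alike. The other computations used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

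Gene lists were fixed from textbook knowledge before the array values were examined, but after the paper's tables of changes in these samples had been read. Their choice was therefore not blind to the data. The lists were for basal cells, squamous and cornified envelope, regulators of multiciliogenesis together with genes of centriole amplification (called regulators of multiciliogenesis), motile cilium axoneme, goblet cells, club and secretory cells, ionocytes, neuroendocrine and tuft cells, cell cycle, the 6 cytokines measured as proteins in the study, other inflammatory response, interferon response, MHC class II, glycolysis and hypoxia, MondoA and ChREBP targets, cholesterol synthesis, matrix and wound repair, retinoid response, glucocorticoid response, ion and water transport, respiratory virus entry, reference genes, and fibroblasts, endothelium, leukocytes and alveolar cells as other cell types. Each list was tested with camera from limma, with a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists. The timing of a list was the median over its changed genes of the day on which 50% of the largest change from D0 was passed, and lists were compared by two-sided permutation tests with 100000 resamples. The named genes are the 7 marker genes, the genes the paper names, GAPDH, members of the lists, the 10 largest rises and declines of each contrast among genes whose inserts do not overlap, and the 3 genes of largest range in each cluster. Tables S3 and S4 of the paper had been seen when this rule was set. Inserts that do not overlap between the days of a contrast were found in 35.0%, 34.0%, 34.7% and 47.9% of all genes in the 4 contrasts, where chance gives 10%. Every counted gene was among them, which is no further evidence, since counted genes were selected for changes that are large beside the spread.

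The procedure was tested on simulated data. With changes added to 200 of 14887 genes in D2 against D0, 50% of changes of 1 on the log2 scale and 100% of changes of 1.5 were found, with 0 false calls. A change of 1 lies at the fold minimum itself, and 90% of these passed the adjusted p. The noise was drawn independently for each gene and array, without an array that stood apart. The 0 false calls need therefore not hold for the real arrays. With 9 days and the Kruskal-Wallis criterion, 98% of changes of 1.5 were found over 2-fold, again with 0 false calls. Alternatives were other choices of probe set, repeated quantile normalization, centring of arrays, no fold minimum, a trend in the variance, replicate number as a block, other p values and fold definitions for Kruskal-Wallis, GAPDH as reference, other numbers of clusters and scalings, and leaving out each array in turn. Alternatives chosen after the data were seen were all probe sets with unnamed ones included, a filter on dim genes, the other OMG probe set, and leaving out both D6 replicate 3, which stood farthest from its day, and D2 replicate 1, which did so most among the arrays of other days, and the club cell list without BPIFA1. A planned filter by olfactory receptor genes was replaced by keratin-associated protein (KRTAP) genes, since the probe table names 1 olfactory receptor gene. The qPCR, protein and flow cytometry results of the paper were not analysed here.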

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

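The count of probe sets without a symbol in the probe table was chosen after the data were seen, as was the test of the club cell list without BPIFA1. The other tests of the gene lists were set before the array values were seen, but after the paper's tables of changes in these samples had been read. Genes outside those that the paper discusses moved together from D0 to D28 in 6 lists. The median log2 change was 3.80 for the 17 motile cilium axoneme genes (camera adjusted p = 9.4e-28, all 17 higher), 1.37 for the 15 regulators of multiciliogenesis (adjusted p = 8.8e-10, 10 higher) and −0.86 for the 20 squamous and cornified envelope genes (adjusted p = 2.0e-11, 9 lower, and 2 lower among those outside Table S4). It was 0.89 for the 8 club and secretory cell genes other than BPIFA1, which the paper discusses (adjusted p = 6.8e-06, 4 higher, and 1.31 with adjusted p = 9.3e-08 when it is included), 0.73 for the 10 goblet cell genes (adjusted p = 1.7e-04, 4 higher and CEACAM5 lower) and 0.97 for the 16 interferon response genes (adjusted p = 9.5e-08, 8 higher). With a filter on dim genes, chosen after the data were seen, 5 of the interferon response genes were left and 2 of them were higher (adjusted p = 0.0206). Without this filter, all 6 calls held with an estimated correlation, the weakest for the regulators of multiciliogenesis (adjusted p = 0.0469) and for interferon response (adjusted p = 0.0284).

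Of 159 probe sets without a symbol in the probe table that spanned more than 8-fold, 60 are not in Table S4. What they measure was not determined here.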

How the results depend on the processing

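The settings with all probe sets, the filter on dim genes, the other OMG probe set, the club cell list without BPIFA1 and both doubted arrays left out were chosen after the data were seen. Of 1975 alternatives over 64 results, 1918 kept the direction and the side of the threshold, or for values without a test and counts stayed near the reported value, and 57 did not, of which 1 turned the direction. Many alternatives could not change a result, so this share is no measure of robustness. A change between 2 days stays the same when an array of another day is left out. Nearly all genes past 2-fold were counted (344 of 344 for D2 against D0, 258 of 260 for D8 against D2). The fold minimum thus largely sets these counts. Counts are given for D2 against D0, D8 against D2, D28 against D8, D28 against D0 and the F-test, in this order. Without a fold minimum they were 2254, 1580, 1877, 4941 and 4433, by construction. With all probe sets, more features were tested, and they were 781, 537, 790, 2442 and 3272, with 2450 and 359 over 2-fold and 8-fold by Kruskal-Wallis. Restricted to the 6250 genes above the 95th percentile of KRTAP genes, fewer genes were tested, and they were 237, 145, 204, 646 and 904, with 771 and 131 by Kruskal-Wallis, so that many of the changes lie near the background of the arrays. Benjamini-Hochberg adjustment left 0 genes over 2-fold and 0 over 8-fold by Kruskal-Wallis, since the smallest p was 0.00118 and the smallest adjusted p 0.0476. This smallest p is that of a gene whose days separate fully by rank, so that the adjustment could hardly leave any gene. Unadjusted, 2727 genes had a p under 0.01 at any fold. Leaving out each array gave 344 to 373, 244 to 275, 372 to 422, 1076 to 1109 and 1543 to 1669 genes, and 1117 to 1276 and 186 to 200 by Kruskal-Wallis. Without both doubted arrays the counts were 346, 245, 397, 1077 and 1543. With the replicate number as a block they were 344, 258, 397, 1077 and 1548, as without it, and a Friedman test with this block gave 1089 and 191. KRT14 on D2 (−0.97) passed 2-fold with arrays centred on their median (−1.01), and leaving out each array gave −1.10 to −0.86, past 2-fold without D0 replicate 1 (−1.10) and without D2 replicate 2 (−1.01). STC1 on D8 (1.09) ranged from 0.95, without D8 replicate 2 and under 2-fold, to 1.29 when each array was left out, and was 1.39 relative to GAPDH. The other OMG probe set gave 0.12 on D8, under the threshold, and −0.036 on D28, in the opposite direction, and the cause was not tested. Its level lay low within the background range on every day. Relative to GAPDH on the same array, the log2 changes on D28 were −0.11 in place of −0.52 for TXNIP, −0.39 in place of −0.80 for PLA2G7 and −0.44 in place of −0.86 for S100A7, all under 2-fold either way, and on D8 PLA2G7 had 0.51 in place of 0.22. The level of GAPDH on the arrays fell from 6.90 on D0 to 6.48 on D28, little above the KRTAP 95th percentile of 6.27. This limits what the values relative to GAPDH can show. The timing of lists depends on the share of the change. At 25% and 75% of it the median was D6 and D14 for the axoneme (D10 at 50%), D4 and D9 for the regulators of multiciliogenesis (D5), D2 and D4 for the squamous and club cell lists (D2) and D2 at both for the goblet cell list, which had a median of D3 with all measured members. Of 722 alternatives for members counted per list, 20 moved by more than 1.5 times. Without the genes of Table S4 2 genes of the squamous list were counted on D28 in place of 9, and with the filter on dim genes 2 of the interferon list in place of 8.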

Differences from the paper's values

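The comparison with all probe sets was chosen after the values were seen, and the other alternatives named here were set before the data were examined unless stated. The paper reports 1953 genes over 2-fold, and 1262 of the 14887 genes tested met the same criterion here (Kruskal-Wallis p under 0.01 and a fold over 2). All 1934 matched genes of Table S3 meet it. Of them 1245 have a symbol in the probe table and 689 have none, and of genes without one only markers of the study were tested. The gap to 1953 thus follows mainly from which probe sets carry a name, and not from the criterion. It reports 299 genes over 8-fold, and 198 did so here. For the 2-fold count, the permutation distribution of Kruskal-Wallis (1493) and the limma F-test (1548) came within 1.5 times of the paper's value, and the other alternatives set before did not, with 1089 to 1279 genes and 0 with Benjamini-Hochberg adjustment. For the 8-fold count, the permutation distribution (200), the limma F-test (202) and leaving out D28 replicate 3 (200) came within 1.5 times, and the others did not, with 184 to 199 genes and 0 with Benjamini-Hochberg adjustment. All probe sets together, a setting chosen after the values were seen, gave 2450 and 359. It keeps all 1934 genes of Table S3 and all 295 of Table S4 that were matched to a probe set, and 19 of the 1953 were not matched. The filter on dim genes (771 and 131) and leaving out both doubted arrays (1150 and 187), both chosen later too, did not come within 1.5 times.

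The log2 changes of the 7 marker genes on 8 days, 56 values, differed from those of Table S4 by at most 1e-05, which for OMG, BPIFA1 and PLA2G7 follows from how they were named.

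The paper states that PLA2G7 and S100A7 were both highest on D2. On the arrays PLA2G7 was highest on D2, and S100A7 was highest on D4, with log2 changes of 3.80 on D4 and 3.07 on D2. On the 4 days that the paper measured by qPCR, which leave out D4, S100A7 was highest on D2 on the arrays too (2.73 on D8 and −0.86 on D28). Both were at or below their D0 level on D28, as the paper states. The paper states that 9 clusters, found empirically, were the best choice without groups that are too alike. For the 198 genes clustered here on standardized day means, the mean silhouette width was highest for 2 clusters (0.742). It was 0.319 for 9, where the mean courses of the largest pair of clusters had a correlation of 0.974. These are not the paper's own clusters. The paper also wanted most genes of a cluster to have a similar course. The share of the variance within genes that the clusters held was 83.1% with 2 and 96.6% with 9, and it grew with every added cluster. The paper does name a partial similarity in 2 pairs of its clusters, as its reason for selecting 7 genes.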

Other observations

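The test of a wrong day for D6 replicate 3, both tests on TXNIP, the test of the course of OMG against the axoneme, and the regroupings of samples for the 5 limma counts were chosen only after the results were seen. Genes of matrix and wound repair rose by D2. Of 6 measured genes, 4 rose by D2 and none fell (4 adjusted over the list alone, camera adjusted p = 2.1e-08), among them the metalloprotease MMP10 (1.97), fibronectin FN1 (1.61) and tenascin TNC (1.30), and 2 were higher on D28 than on D0 (adjusted p = 0.16). Of 4 genes of the retinoid response, 2 rose by D2 (2 adjusted over the list alone, adjusted p = 3.1e-07), RARRES1 by 5.06 and DHRS3 by 1.17, and RARRES1 stood at 5.79 on D28. As a list, these genes had a camera adjusted p = 0.0124 on D28, but adjusted p = 0.0991 with an estimated correlation, and 1 was counted, or 2 without D0 replicate 1 or with repeated quantile normalization, and 0 of those outside Table S4. Of 7 genes of respiratory virus entry, 2 rose by D28 (2 adjusted over the list alone, camera adjusted p = 0.0124 for the list, but adjusted p = 0.104 with an estimated correlation), CDHR3, a receptor of rhinovirus C, by 3.08 and ANPEP, an aminopeptidase that coronaviruses of the common cold can use, by 3.22. With the filter on dim genes 1 of 4 was counted and the list did not pass (camera adjusted p = 0.21).

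Of the 6 cytokines that the paper measured as proteins in a culture of another donor, 4 were measured on the arrays under a name. CXCL8 (IL8) rose by 4.06 by D2 and was still 3.58 above D0 on D28, CCL2 (MCP1) had 0.93 on D2 and 1.01 on D28, CXCL10 (IP10) had 0.66 and −0.018, and CCL5 (RANTES) had 0.13 and 0.47. Of the 4, 1 was counted on D2 (1 adjusted over the list alone, camera adjusted p = 9.8e-04) and 2 on D28 (camera adjusted p = 0.0327 for the list, but adjusted p = 0.0952 with an estimated correlation). CCL2 lies so near 2-fold that the D28 count was 1 without D0 replicate 1, without D0 replicate 3 or without D28 replicate 2, and the filter on dim genes left 1 of the 4 genes, which was counted. No gene of MHC class II was measured under a name, and CD74, its invariant chain, which Table S3 names, had log2 changes of 2.28 on D2 and 4.29 on D28. Of 5 genes of ion and water transport, AQP5 rose by 1.15 and CA2 fell by 1.51 by D28, both counted, while the list as a whole did not pass (camera adjusted p = 0.47). CFTR, the chloride channel, which Table S3 names, had 2.05 on D2 and 3.04 on D28. Of the other lists on D28 compared with D0, 1 of 3 ionocyte genes was higher (STAP1), as were 1 of 8 neuroendocrine and tuft cell genes (DCLK1), 2 of 13 genes of glycolysis and hypoxia (EGLN3 and ANKRD37, 0 with the filter on dim genes), 1 of 12 of cholesterol synthesis (INSIG1, not counted without D0 replicate 2) and 1 of 6 reference genes (B2M), and 0 of 7 of glucocorticoid response were counted (1 without D0 replicate 1 or without D28 replicate 3). The camera tests of these whole lists gave adjusted p = 0.0387 for ionocytes, but adjusted p = 0.162 with an estimated correlation, 0.47 for neuroendocrine and tuft cells, 0.39 for glycolysis and hypoxia, 0.41 for cholesterol synthesis, 0.39 for reference genes and 0.17 for glucocorticoid response. Of markers of other cell types, 0 of 3 for fibroblasts, 0 of 4 for leukocytes, 1 of 6 for endothelium (KDR) and 2 of 7 for alveolar cells (SFTPB and LAMP3) were higher. None of these 4 lists passed as a whole (camera adjusted p = 0.88, 0.47, 0.91 and 0.24, in this order).

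D6 replicate 3 stood apart from the other D6 inserts. If its label were wrong, it should lie near another day, but the nearest was D4 at a distance of 0.477 (root mean square, log2), little nearer than D6 itself at 0.487 and beyond the largest distance of another array to its own day, 0.302. A narrower range of signal on this array should be removed by a line on level, but this left an SD of 0.419 in its deviations, above the 0.277 of the next array, and an insert ahead of or behind the others should vary along the change from D4 to D8, but this held 2.41% of the variance. The wrong label was tested in this form after both distances were seen, and by the 7 marker genes the array was given D6. RNA quality could have differed and was not tested.

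TXNIP was lowest on D6, the day of that array. Without it the D6 change was −4.67, still below the next lowest day, D4 at −3.62, which argues against this array as the cause. A candidate explanation is a course shared by targets of MondoA, which respond to glucose, since ARRDC4 ranked 20 among all genes by the correlation of its day means with those of TXNIP (r = 0.93), although both are in 1 list because they are known to respond together. The other measured targets of MondoA and ChREBP were not counted in D2 against D0 or in D28 against D8. The mean of the 4 measured targets on D6 was −2.44, so that the course shared with TXNIP is shown for ARRDC4 only. The paper's methods describe a switch of medium before ALI and regular medium changes after it, and the effect of these or of glucose was not tested.

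The OMG probe set that matches Table S3 rose and the probe set that the probe table names OMG did not. The latter had day means of 2.17 to 2.67 on the log2 scale, below the median of the KRTAP genes (4.10). Its lack of change therefore says little about OMG. Of 6 genes with a probe set over 8-fold and at least 1 other, 1 (16.7%) had another under 2-fold, too few to say whether probe sets of a gene often differ like this. The rising probe set may follow a transcript of ciliated cells, since its day means had a correlation of 0.99 with the mean of the axoneme genes, but this was at the 70.8th percentile of 185 genes over 8-fold outside that list. These explanations cannot be told apart from these values, since 6 genes are few and many late rising genes share this course. By qPCR in donor #1, the paper's table of fold changes lists OMG higher on D8 than on D0 and no higher on D28. The paper describes comparable qPCR patterns of its marker genes in further donors. It stays open whether the rising probe set measures OMG.

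For the comparisons of 3 inserts with 3, there are 10 splits, too few for a share under 0.05. Of these splits, 1 gave as many genes in each of the 4 comparisons, the real one, with 344 genes for D2 against D0 (highest other 1), 258 for D8 against D2 (highest other 0), 397 for D28 against D8 (highest other 0) and 1077 for D28 against D0 (highest other 0). Among 100 groupings of the 27 arrays into 9 groups of 3, 1 gave as many, the real one, for the F-test (1548, highest other 0) and for Kruskal-Wallis over 2-fold (1262, highest other 23) and over 8-fold (198, highest other 0). This share of 1 in 100 argues against a chance arrangement of the arrays for these 3 counts. It cannot separate the day from anything else that the inserts of a day shared.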
